A study of Citrus reticulata and Citrus x clementina and Citrus x paradisi with 16 samples. Its data were reported in "Genome-scale mRNA and small RNA transcriptomic insights into initiation of citrus apomixis" (2016).

How the data were processed

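Ovules of 4 citrus cultivars were profiled by mRNA sequencing. 'Huagan No.2' Ponkan mandarin (PK) and 'Cocktail' grapefruit (GF) are polyembryonic, that is, embryos also arise from the maternal nucellus. 'Nour' clementine (CM) and 'Huanong red' pummelo (PU) are monoembryonic. Each cultivar was sampled at 2 stages, named as before nucellar embryo initiation (pre-NEI) and at nucellar embryo initiation (NEI). Per the labels these were 3 and 7 days after flowering for PK and CM and 0 and 3 days for GF and PU. The study set the stages by the first initiation cells seen in PK and GF. In CM and PU the stage names mark the matching days and not initiation. There were 16 libraries in 8 groups of 2. According to the methods of the study, each library came from ovules pooled over several hand-pollinated trees and the 2 replicates were collected in consecutive years. The sources do not say which replicate belongs to which year.

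Per the file headers, the authors deposited an expression value for each assembled transcript in each library and FPKM, a length- and depth-scaled value, for each cultivar and stage with replicates pooled. Reads had been aligned with TopHat and Bowtie, PK and CM to the clementine genome and GF and PU to the sweet orange genome, and transcripts had been assembled with Cufflinks. Neither the versions nor the read counter nor the strand setting were given. The values per library had no unit in the headers and were whole numbers. They were read as counts, which the sources do not state, and covered 89598 transcripts of 20373 loci in PK/CM and 94049 transcripts of 22595 loci in GF/PU. Reads appear to have been counted again for every isoform they overlapped, since the median isoform had 0.817 (PK/CM) and 0.807 (GF/PU) times the count of the largest isoform of its locus. The count of a locus was therefore that of its transcript with the largest total count. Some loci carried more than 1 reference gene, and their count may not be that of the gene named. Overlapping or paralogous loci may hold the same reads, so neighbouring loci are not separate evidence. The FPKM values were used in 1 check, in which log2 ratios of FPKM and of counts had Spearman correlations across loci of 0.916 to 0.946 in the 4 cultivar comparisons. Loci are not independent replicates.

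Locus totals in megacounts (M) were 17.854 to 24.913 M in PK/CM and 11.838 to 34.195 M in GF/PU. A count of 0 allowed up to 3 counts, which was 0.12 to 0.168 counts-per-million (CPM) in PK/CM and 0.0877 to 0.253 CPM in GF/PU. Folds against groups without a count were computed against 3 counts per library and are given as "at least". Where a group held 1 to 3 counts, the ratio is given with its exact 95% binomial counting interval. Intervals and floors cover counting error only. Elsewhere an SD is over the 2 libraries of a group, and the SE of a log2 fold change is the estimate divided by the square root of its F statistic.

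Before the data were examined, limma on log2 values was set for the case of normalised values and the edgeR quasi-likelihood test for the case of counts, together with the gene lists, the rule for named genes and most alternatives. Since the deposited values were read as counts, the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) was used with TMM normalisation. Loci with at least 1 CPM in at least 2 libraries were kept, 18749 in PK/CM and 19944 in GF/PU. All 8 libraries of a pair were fitted together as 4 groups, and the pairs were never fitted together because their genomes differ. Loci were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes are polyembryonic over monoembryonic, or NEI over pre-NEI. The comparisons were PK vs CM and GF vs PU at each stage, NEI vs pre-NEI in each cultivar, and the interaction of stage and cultivar in each pair. With 2 libraries per group, 4 residual degrees of freedom remained. Groups of 2 are too small for regrouping the samples as a test of chance.

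Whether replicate numbers pair the libraries of different groups was checked from the shift between replicates 1 and 2. In PK/CM the shifts correlated across loci in all 6 pairs of groups (0.335 to 0.51). A fit with replicate number as a block was therefore set beside each PK/CM result whose call it changed or whose count it moved over 1.5-fold. In GF/PU the correlations ran unevenly, from 0.052 to 0.599, and the block is given beside the stage changes, the XS domain gene and the counts it moved over 1.5-fold. Other named genes of GF/PU are given without the block, and some of those not called might be called with it. In each group of GF/PU the locus total of replicate 2 lay far below the mapped reads that the study states. Those of replicate 1, and of both replicates in PK/CM, lay only slightly below. The reason for this gap was not tested.

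The files carried no gene descriptions and no annotation was used here, so functions are those the study assigned. The named genes were, by rule, those the study names, up to 2 loci per direction and pair called at both stages with the largest smaller change, up to 2 per direction called in the interaction, and the called members of lists past the list test. Members of the study's common list named as examples lie outside this rule and were chosen after their values were seen. Gene lists were predicted targets of conserved miRNA families and of miRN23-5p and miRN23-3p together, matched by identifier, and families matched by words in the descriptions of the common list. Lists with at least 5 tested members were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over 50 tests (5 lists in 10 comparisons). The common list of 305 genes was chosen by the study on these libraries.

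Alternatives were no filter, at least 5 CPM in 2 libraries, DESeq2 size factors, a replicate block, limma-trend on log2(CPM + 1), DESeq2 1.42.0, the edgeR exact test, no fold change minimum, isoforms tested as deposited, only the 4 libraries of a comparison, and each library left out in turn. Summing isoform counts per locus was added after the data were seen. Where 1 library was left out, the lone sample of its group was assumed to vary like the other groups. Such fits also have fewer residual degrees of freedom and less power. A call lost in them may reflect that and not reliance on the library left out. The test was tried on simulated counts with 50 changed loci per fold. At 2-, 4-, 8- and 16-fold it recovered 0, 16, 64 and 80% in the PK/CM design and 0, 20, 76 and 86% in the GF/PU design, with 0.056% and 0.026% of unchanged loci called. DESeq2 size factors moved the median log2 fold change of all tested loci by at most 0.04 and changed no sign of a named locus in the cultivar comparisons. Followup values and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. All 16 libraries were used.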

Results

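Transcript levels were measured by mRNA sequencing in ovules of PK and CM and of GF and PU, each pair made of a polyembryonic cultivar, whose nucellus gives rise to extra maternal embryos, and a monoembryonic one. There were 16 libraries, 2 for each of the 8 combinations of cultivar and stage. Total counts, in megacounts (M), of replicates 1 and 2 were 20.8 and 17.9 M in PK at pre-NEI, 18.9 and 18.6 M in PK at NEI, 19.7 and 24.9 M in CM at pre-NEI, and 19.5 and 18.1 M in CM at NEI. In the other pair they were 18.7 and 34.2 M in GF at pre-NEI, 19.3 and 12.97 M in GF at NEI, 18.5 and 11.8 M in PU at pre-NEI, and 19.2 and 12.5 M in PU at NEI. The Pearson correlation of log2 values across loci had a mean of 0.934 between replicates and 0.908 between groups in PK/CM, and of 0.953 and 0.874 in GF/PU. In both pairs the ranges overlapped (0.907 to 0.969 within and 0.853 to 0.959 between groups in PK/CM, 0.941 to 0.96 and 0.747 to 0.954 in GF/PU).

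The comparison of PK with CM at pre-NEI asked which transcripts differ between these cultivars before nucellar embryos form. Each pair holds 1 polyembryonic and 1 monoembryonic cultivar, so embryony cannot be told apart from any other difference between the cultivars. The p-values cover the spread between libraries of a cultivar and not that between cultivars. Of the 4 phenylpropanoid and flavonoid entries of the study's common list, 3 were higher in PK. They were hydroxycinnamoyl transferase (XLOC_015736, scaffold 7 of the clementine genome, 13769711 to 13772360), an enzyme of lignin precursor synthesis with 107 CPM in PK and 19.8 in CM (log2 fold change 2.43 ± 0.30, SE, 2 libraries per group, adjusted p 0.0122), an overlapping locus (XLOC_016501, 2.36 ± 0.31) and a leucoanthocyanidin reductase (XLOC_009078, 2.95 ± 0.60, adjusted p 0.0443), which acts in proanthocyanidin synthesis. A second leucoanthocyanidin reductase (XLOC_004779) had 2.52 ± 0.55 (adjusted p 0.0549, and 0.0305 with replicate number as a block). At NEI 2 of these 4 entries were positive (median 0.58), and none was called but XLOC_004779 by DESeq2 (adjusted p 0.0233, and 0.182 by the quasi-likelihood test). Phospholipid hydroperoxide glutathione peroxidase (PHGPx, XLOC_007062, scaffold 3, 23457901 to 23460568), which reduces lipid peroxides, was higher in PK with 22.7 ± 4.48 against 6.88 ± 0.408 CPM (SD, n = 2, adjusted p 0.0442). A GRAS family transcription factor among the predicted miR171 targets (XLOC_006675, Ciclev10018916m.g) was also higher, at 2.51 ± 0.39.

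The laccase LAC, chitinase CHI and acidic endochitinase ACTL, which act on cell walls and in defence, did not pass the quasi-likelihood test at pre-NEI (log2 fold changes -1.41 ± 0.50, -1.60 ± 0.53 and 0.13 ± 0.81, adjusted p 0.158, 0.138 and 0.945). By DESeq2 LAC and CHI were called lower in PK (adjusted p 0.0462 and 0.0446), and by the edgeR exact test they were not. None of the 3 tests called the glycosyltransferases UGT92A1 (1.45) and UGT76C4 (-0.26), or the XS domain target of miRN23-5p (-0.39, quasi-likelihood adjusted p 0.665). The DGDG synthase target of miRN23-5p, a galactolipid enzyme, had -1.03 ± 0.27 (adjusted p 0.0832, and 0.0154 by DESeq2 and 0.043 with replicate number as a block). The PK/CM locus of the XS domain gene (XLOC_018738) and the DGDG synthase loci of both pairs (XLOC_006284 and XLOC_020371) carry further reference genes. Their values may not be those of the target alone. Of 5 class III peroxidases, enzymes of the apoplast, 1 was higher (XLOC_004476, 2.90 ± 0.53) and 1 lower (XLOC_003342, -2.72 ± 0.52).

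Among 18749 tested loci, 675 were called between PK and CM at pre-NEI, 210 higher and 465 lower in PK (2006, 801 and 1205, with replicate number as a block). Fewer loci were called with some libraries left out, which also lowers the power of the test. Without PK replicate 1, PK replicate 2, CM replicate 1 or CM replicate 2 of pre-NEI the count was 5, 2, 137 and 2, and without CM NEI replicate 2 it was 436. The calls named for this comparison were lost without PK pre-NEI replicate 1, PK pre-NEI replicate 2 or CM pre-NEI replicate 2 and, hydroxycinnamoyl transferase aside, CM pre-NEI replicate 1 (highest adjusted p 0.102 for XLOC_015736, 0.284 for XLOC_009078, 0.282 for PHGPx). PHGPx was also lost without PK NEI replicate 1, PK NEI replicate 2 or CM NEI replicate 2.

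**Figure D1:**
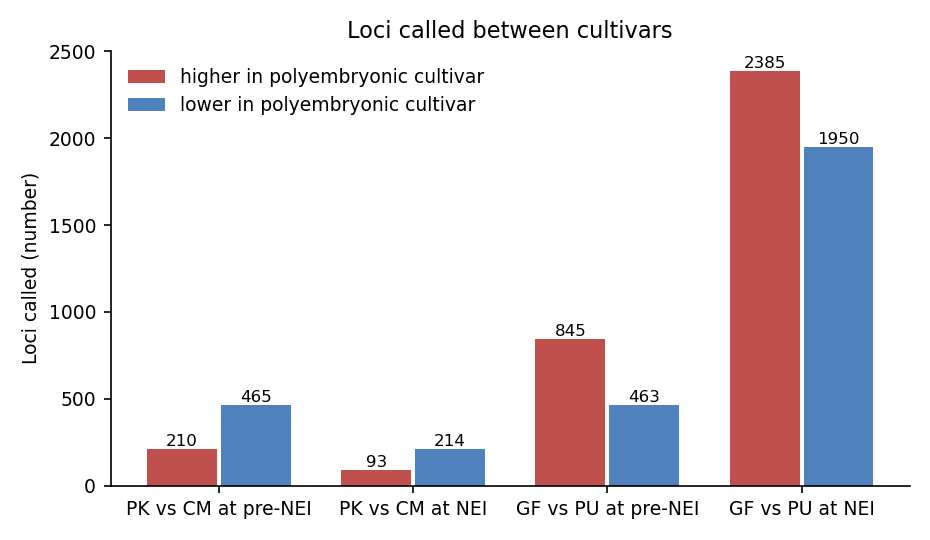
Number of loci (y axis) called higher (red) or lower (blue) in the polyembryonic cultivar in the 4 cultivar comparisons, with 2 libraries per group. In PK vs CM 210 were higher and 465 lower at pre-NEI, and 93 higher and the remainder lower at NEI. In GF vs PU the counts were 845 and 463 at pre-NEI and 2385 and 1950 at NEI.

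The comparison of PK with CM at NEI asked which transcripts differ between these cultivars at the stage when nucellar embryos start to form in PK. LAC (XLOC_013625, Ciclev10011377m.g, scaffold 6, 15301388 to 15304785), a laccase that oxidises phenolics in the cell wall, had 960 ± 76.2 CPM in PK and 105 ± 62.5 in CM (SD, n = 2), a 9.11-fold difference (log2 3.19 ± 0.53, SE, adjusted p 0.0389). Of the 5 class III peroxidases, 4 were higher in PK and 1 lower. The most abundant, XLOC_003346 (Ciclev10015779m.g, scaffold 2, 4941567 to 4986631), had 169 CPM in PK and 30.7 in CM (2.46 ± 0.33, adjusted p 0.0209), and 2 of the others (XLOC_004476, 3.78 ± 0.56, and XLOC_004477, 5.46 ± 0.90) lie inside it and may hold the same reads. The remaining peroxidases were XLOC_012940 (2.56 ± 0.47) and the lower XLOC_003342 (-3.26 ± 0.53). Cytochrome P450 loci were higher in 2 of 5 cases (XLOC_005655, 4.97 ± 0.58, and XLOC_017955, 4.36 ± 0.81), a lipoxygenase of the jasmonic acid pathway was lower (XLOC_009166, -1.89 ± 0.35, adjusted p 0.0497), and the miR156 target squamosa promoter binding protein-like 2, a transcription factor, was lower (XLOC_009144, -1.88 ± 0.32).

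All 4 chitinase and pathogenesis-related entries had a positive log2 fold change at NEI, and 0 of 4 passed the quasi-likelihood test (all 4 had an unadjusted p under 0.05 and were called by DESeq2 and by the edgeR exact test). A thaumatin-like protein (XLOC_013426), a glucan endo-1,3-beta-glucosidase (XLOC_000585) and ACTL had 4.05, 2.33 and 2.95 (adjusted p 0.137, 0.15 and 0.205, and 0.0219, 0.0144 and 0.0379 with replicate number as a block), and CHI had 2.06 (0.14, and 0.0826 with the block). The glycosyltransferases UGT92A1 and UGT76C4 had 3.23 ± 0.95 and 4.08 ± 0.85 (adjusted p 0.201 and 0.0711, 0.0341 and 0.0398 with the block, and 0.00682 and 2.59e-05 by DESeq2). PHGPx had 1.56 ± 0.35 (adjusted p 0.0864, and 0.00211 by DESeq2 and 0.0282 by the exact test), the DGDG synthase 0.09 and the XS domain gene 0.21. The ankyrin repeat gene AKN (XLOC_000733, Ciclev10008188m.g, scaffold 1, 25501862 to 25504073) lay under the expression filter, with 10.4 and 0.604 CPM in the 2 CM libraries at NEI and at most 6 counts in each other library of the pair. Its counterpart in GF/PU was not analysed, since the sweet orange identifier given by the study was not among the loci of the GF/PU table.

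Of 18749 loci, 307 were called between PK and CM at NEI, 93 higher and the remainder lower in PK (626, 247 and 379, with the block). Without replicates 1 and 2 the count was 137 and 135 for PK pre-NEI, 14 and 22 for PK NEI, 39 and 30 for CM pre-NEI, and 2 and 103 for CM NEI. LAC, the lipoxygenase, squamosa promoter binding protein-like 2 and the 4 higher peroxidases were lost without any 1 of these 8 libraries (adjusted p 0.0772 to 0.124 for LAC and up to 0.19 for the lipoxygenase). So were the others named for NEI apart from XLOC_003342 and XLOC_017955 without CM NEI replicate 2 and XLOC_005655 without PK pre-NEI replicate 1 or 2. A fit of only the 4 libraries of the comparison called 0 loci (smallest adjusted p 0.0523 by the quasi-likelihood test).

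In PK and CM, 260 loci were called the same way at both stages, 66 higher in PK (1.04 by chance) and 194 lower (5.31 by chance), and 0 loci went opposite ways by the edgeR test (5 with replicate number as a block, 16 by DESeq2, 7 by the edgeR exact test). The chance values assume independent calls. Both stages came from 1 fit with a shared spread per locus and compared the same cultivars, so the values understate the overlap to be had without a stage-wide effect. A cysteine proteinase 15A-like gene (XLOC_008753, Ciclev10031865m.g, scaffold 4, 6959289 to 6961933), of a protein-degrading family, was 232 times higher in PK at pre-NEI (counting interval 63.8 to 1920, from 2 counts in CM) and 803 times higher at NEI (144 to 31800, from 1 count). A WRKY 2-like gene (XLOC_002146, Ciclev10017173m.g, scaffold 2, 220480 to 222717), of a transcription factor family that acts in stress responses, was higher by 5.89 ± 0.79 and 6.30 ± 0.82 (log2, adjusted p 0.0153 and 0.0194). Lower in PK at both stages were XLOC_008785 (Ciclev10033130m.g, scaffold 4, 8223247 to 8226972), with 0 counts in PK (at least 140- and 116-fold), and XLOC_003885 (Ciclev10017713m.g and Ciclev10017456m.g, scaffold 2, 25679522 to 25684056), also with 0 counts in PK (at least 159- and 111-fold). A 60S ribosomal protein gene (XLOC_017138, Ciclev10029778m.g) was lower by the test at both stages (-7.21 ± 0.63 and -6.31 ± 0.60).

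Of these 260 loci, 127 (48.9%) had under 3 counts in every library of one cultivar and at least 1 CPM in every library of the other, and 157 (60.4%) had no reference gene. The block gave 487 loci, DESeq2 724, and fits of only the 4 libraries of each comparison 0. Without PK pre-NEI replicates 1 and 2, PK NEI 1 and 2, CM pre-NEI 1 and 2, and CM NEI 1 and 2 the count was 5, 2, 14, 21, 31, 2, 2 and 70. At pre-NEI the 5 named loci were lost without PK pre-NEI replicate 1 or 2 or CM pre-NEI replicate 2, XLOC_008753 and XLOC_002146 also without CM pre-NEI replicate 1, and XLOC_008753 without either CM library of NEI (highest adjusted p 0.28 for XLOC_008753, 0.131 for XLOC_002146 and 0.0894 for the others). At NEI they were lost without PK NEI replicate 1 or CM NEI replicate 1, all but XLOC_017138 also without either CM pre-NEI library or CM NEI replicate 2, XLOC_002146, XLOC_008785 and XLOC_003885 without PK NEI replicate 2, and XLOC_008753 without either PK pre-NEI library (at most 0.204, and 0.061 for XLOC_017138).

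**Figure D2:**
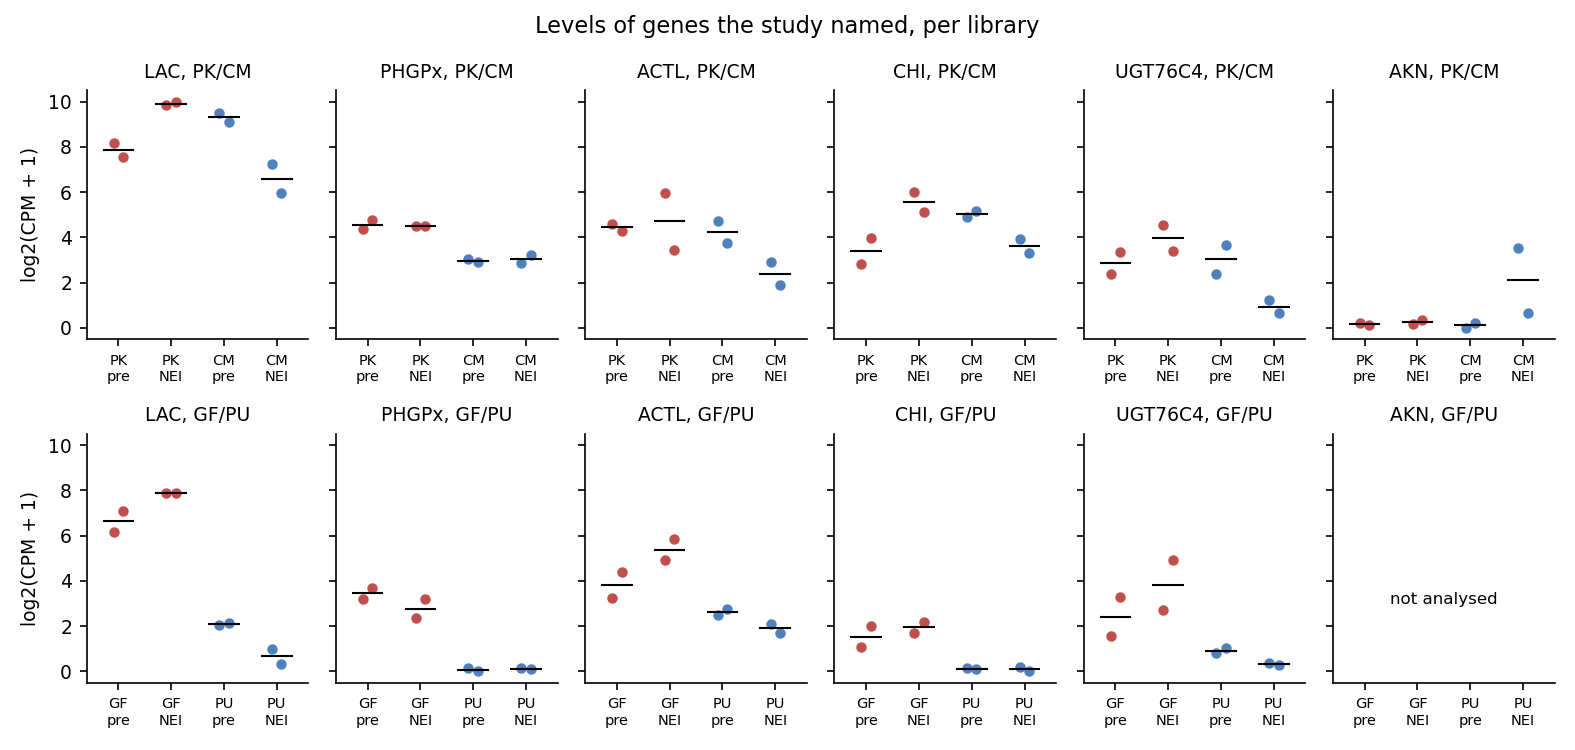
log2(CPM + 1) of LAC, PHGPx, ACTL, CHI, UGT76C4 and AKN (y axis) in each library by group (x axis), red for polyembryonic and blue for monoembryonic cultivars, with bars at the mean of 2 libraries. LAC had 960 CPM in PK and 105 in CM at NEI, and 236 in GF and 0.637 in PU.

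The comparison of GF with PU at pre-NEI put the same question to the second pair. LAC (XLOC_011655, Cs6g07400, chromosome 6 of the sweet orange genome, 9231008 to 9234353) had 104 ± 46.2 CPM in GF and 3.30 ± 0.211 in PU (SD, n = 2), a 31.5-fold difference (log2 4.98 ± 0.54, SE, adjusted p 0.0067). PHGPx (XLOC_000299, Cs1g10745, chromosome 1, 13012792 to 13015484) had 10.1 ± 2.55 CPM in GF and 2 counts in PU, a ratio of 164 (counting interval 45.2 to 1360, adjusted p 0.00916). Hydroxycinnamoyl transferase (XLOC_000327, Cs1g11780) had 16.0 CPM in GF and 0 counts in PU (at least 79.5-fold, adjusted p 0.00815), and an AP2-like TOE2-like transcription factor among the predicted miR172 targets (XLOC_011546, Cs6g04120) had 32.2 against 1.04 CPM (4.91 ± 0.67). At NEI the TOE2-like gene was not called by the quasi-likelihood test. A thaumatin-like protein (XLOC_019695) was the 1 of 4 chitinase and pathogenesis-related loci that was higher, with a ratio of 36.9 (10 to 309, from 2 counts in PU, adjusted p 0.0485).

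CHI had a ratio of 23.6 (7.87 to 116, from 3 counts in PU, adjusted p 0.0558) and ACTL a log2 fold change of 1.44 ± 0.52 (0.152), and neither passed the quasi-likelihood test without a block at pre-NEI. Nor did UGT92A1 (3.49), UGT76C4 (2.59), the XS domain gene (0.81), the DGDG synthase (0.40) or any of 4 peroxidase loci. By DESeq2 CHI (adjusted p 0.00583), UGT92A1 (0.0232) and UGT76C4 (0.0494) were called higher in GF, and by the edgeR exact test CHI alone of these. Both tests called 3 of the 4 peroxidase loci. Of the 6 tested targets of miRN23-5p and miRN23-3p, the 2 arms of 1 precursor, 2 overlapping loci were lower in GF, XLOC_016244 (a target of both, -1.66 ± 0.34) and XLOC_016248 (Cs8g13560, of miRN23-3p alone, -4.11 ± 0.54), whose functions are not given.

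Of 19944 loci, 1308 were called between GF and PU at pre-NEI, 845 higher and 463 lower in GF (2105, 1274 and 831, with replicate number as a block). Without GF replicates 1 and 2 of pre-NEI the count was 317 and 101, without PU replicates 1 and 2 of pre-NEI 218 and 346, and without GF NEI replicates 1 and 2 it was 820 and 788. The calls of LAC and hydroxycinnamoyl transferase were kept with any 1 library left out. PHGPx (adjusted p 0.0576) and the TOE2-like gene (0.0686) were lost without GF pre-NEI replicate 2, XLOC_016248 (0.0686 at most) without GF pre-NEI replicate 1 or 2, XLOC_019695 (0.192 at most) without any GF or pre-NEI PU library, and XLOC_016244 (0.193 at most) without any library but those of GF at NEI.

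The comparison of GF with PU at NEI held the largest number of calls. LAC had 236 ± 0.487 CPM in GF and 0.637 ± 0.522 in PU (SD, n = 2), a 352-fold difference (log2 8.46 ± 0.65, SE, adjusted p 0.0023). All 4 chitinase and pathogenesis-related loci were higher in GF. ACTL (XLOC_017926, Cs9g14710, chromosome 9, 14117380 to 14118839) had 42.6 ± 19.3 against 2.77 ± 0.785 CPM (3.94 ± 0.57, adjusted p 0.00829), a glucan endo-1,3-beta-glucosidase (XLOC_008076, Cs4g09780) 98.12 against 10.97 CPM (3.16 ± 0.37, adjusted p 0.00555), the thaumatin-like XLOC_019695 4.71 ± 1.09 (log2), and CHI (XLOC_009377, Cs5g21870, chromosome 5, 24376403 to 24377606) a ratio of 33 (10.9 to 163, from 3 counts in PU, adjusted p 0.0189). The glycosyltransferases UGT92A1 (XLOC_021152, orange1.1t03150) and UGT76C4 (XLOC_017993, Cs9g16640) were higher by 5.02 ± 1.25 and 6.07 ± 1.16 (adjusted p 0.0296 and 0.0145).

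PHGPx was 68.0 times higher in GF at NEI (22.9 to 333, from 3 counts in PU, adjusted p 0.00751), and an alkenal double bond reductase (XLOC_009362), which detoxifies products of lipid peroxidation, was higher by 1.70 ± 0.36. A peroxidase (XLOC_019444) had 533 CPM in GF and 115 in PU (2.21 ± 0.46) and was the 1 of 4 called by the quasi-likelihood test, while DESeq2 and the edgeR exact test called 3 higher and 1 lower. A lipoxygenase (XLOC_014675, Cs7g10360) was lower by the test (-1.37 ± 0.37, adjusted p 0.0359). Of the 6 targets of miRN23-5p and miRN23-3p, the DGDG synthase (XLOC_020371, orange1.1t00318, 1.16 ± 0.26, adjusted p 0.0227) and a SEC23-interacting protein, a target of miRN23-3p (XLOC_013490, 1.00 ± 0.24, and 0.98 and not called by DESeq2) were higher, XLOC_016244 and XLOC_016248 were lower, and the XS domain gene (XLOC_017713, Cs9g06920) had 1.39 ± 0.50 (adjusted p 0.0804, and 0.0412 by DESeq2, 0.0474 by the edgeR exact test and 0.00965 with replicate number as a block).

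Of 19944 loci, 4335 were called between GF and PU at NEI, 2385 higher and 1950 lower in GF. The direction of this split turned with the settings, with 1945 higher and 2549 lower from only the 4 libraries of the comparison, 2158 and 2363 without PU pre-NEI replicate 1, 1578 and 1660 at a minimum of 5 CPM, and 2157 and 2158 without a filter. Without NEI replicates 1 and 2 the count was 1032 and 1470 for GF and 2443 and 495 for PU. LAC, XLOC_008076 and XLOC_016248 were kept with any 1 library left out. ACTL (adjusted p 0.0601) and PHGPx (0.0586) were lost without PU NEI replicate 2. UGT76C4 was lost without PU NEI replicate 1 or 2 (0.0943 at most), and CHI (0.0824), XLOC_019695 (0.093), UGT92A1 (0.113) and the DGDG synthase (0.117) without PU NEI replicate 2 or GF NEI replicate 1 or 2. The peroxidase was lost without PU NEI replicate 2 or GF NEI replicate 1 (0.0906), and the reductase without any NEI library (0.102). XLOC_014675 was kept without the PU pre-NEI libraries alone (0.154), XLOC_013490 without GF pre-NEI replicate 1 or 2 or PU pre-NEI replicate 2 alone (0.149), and XLOC_016244 without GF NEI replicate 2 or PU pre-NEI replicate 1 (0.156).

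In GF and PU, 664 loci were higher in GF at both stages (101.05 by chance) and 373 lower (45.27 by chance). These chance values also assume independent calls, which a shared fit does not give. Opposite ways went 2 loci (7 with replicate number as a block, 9 by limma-trend, 22 by DESeq2, 18 by the edgeR exact test). Of the 1037 called the same way (1581 with the block) 212 (20.4%) had under 3 counts in all libraries of one cultivar and at least 1 CPM in all of the other. The loci with the largest differences had no description. XLOC_000894 (Cs1g26440, chromosome 1, 28492992 to 28494070) was at least 145-fold higher in GF at pre-NEI (29.2 CPM against 0 counts) and 2640 times higher at NEI (902 to 12800, from 3 counts in PU). XLOC_013987 (Cs7g22490, chromosome 7, 20207849 to 20210739) had 0 counts in PU (at least 78.8- and 71.8-fold). XLOC_017831 (Cs9g11390 and Cs9g11330, chromosome 9, 8919481 to 9139069) had 178 and 167 CPM in PU and was 4460 (1230 to 36800, from 2 counts) and 1700 times (581 to 8240, from 3 counts) lower in GF. XLOC_020956 (orange1.1t05981) had 0 counts in GF (at least 98.6- and 44.0-fold lower). These calls were kept with any 1 library left out, while the count of 1037 was 282, 99, 439 and 501 without GF pre-NEI replicates 1 and 2 and GF NEI 1 and 2, and 208, 324, 610 and 317 without the same of PU.

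Both pairs were joined through the study's common list of 305 entries. Since the study chose this list on these libraries, it is not independent evidence of shared direction. At pre-NEI, 33 entries were higher in both polyembryonic cultivars (11.42 by chance), 34 lower in both (11.91) and 1 opposite. At NEI, 28 were higher in both (14.76) and 34 lower in both (13.6). Fold changes had the same sign for 183 (84.3%) of 217 entries tested in both pairs at pre-NEI and for 211 (97.2%) at NEI. At 1 stage or both, 91 entries were called the same way in both pairs (159 with replicate number as a block).

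Called in all 4 cultivar comparisons were 14 entries that were higher, 10 of them without a reference gene, and 24 that were lower, 11 without one. They were linked to 11 and 17 distinct GF/PU loci, so several entries share a locus. Of the examples, a Na+/H+ antiporter, an ion transporter, was higher by 3.50 ± 0.47 and 3.93 ± 0.48 (log2, pre-NEI and NEI) in PK (XLOC_005524, Ciclev10024040m.g) and by 4.09 ± 0.53 and 3.07 ± 0.51 in GF (XLOC_020588, orange1.1t01073). The auxin-induced protein PCNT115 was higher by 2.17 ± 0.34 and 1.82 ± 0.34 in PK (XLOC_011011, Ciclev10001689m.g) and 1.68 ± 0.28 and 1.81 ± 0.28 in GF (XLOC_005920, Cs3g10570). Lower were a calcium-dependent protein kinase 32-like gene (XLOC_013413, -7.26 ± 0.66 and -5.42 ± 0.59, and XLOC_017680, -4.49 ± 0.61 and -4.50 ± 0.61) and histidine kinase 1 (XLOC_015959, with a PK level 1200 times lower at pre-NEI, 410 to 5820 from 3 counts, and -6.62 ± 0.71 at NEI, and XLOC_016433, -3.20 ± 0.29 and -5.79 ± 0.33).

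Without 1 library the count of 91 ran from 11 (without CM pre-NEI replicate 2) to 77, and it was 32, 32 and 28 without PK pre-NEI replicates 1 and 2 and CM pre-NEI replicate 1, 54 without CM NEI replicate 1 and 56 without PU NEI replicate 2. XLOC_016433 kept its calls at both stages and XLOC_017680 at NEI with any library left out. The PK/CM calls at pre-NEI were lost without PK pre-NEI replicate 1 or 2 or CM pre-NEI replicate 2 and, for the antiporter and PCNT115, CM pre-NEI replicate 1 (adjusted p 0.0894 to 0.165 at most). At NEI the antiporter was lost without any NEI library (0.107), PCNT115 without any library (0.203), the CDPK 32-like gene without any NEI or CM pre-NEI library but CM NEI replicate 2 (0.083), and histidine kinase 1 without CM pre-NEI replicate 1 or 2 or CM NEI replicate 1 (0.0703). In GF/PU, XLOC_017680 was lost at pre-NEI without GF pre-NEI replicate 1 or 2 (0.0786). XLOC_020588 was lost at that stage without GF pre-NEI replicate 2 or PU pre-NEI replicate 1 (0.0621) and at NEI without PU NEI replicate 2 (0.0652). XLOC_005920 was lost without any pre-NEI library (0.109) and at NEI without GF NEI replicate 1 or PU NEI replicate 2 (0.0568).

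**Figure D3:**
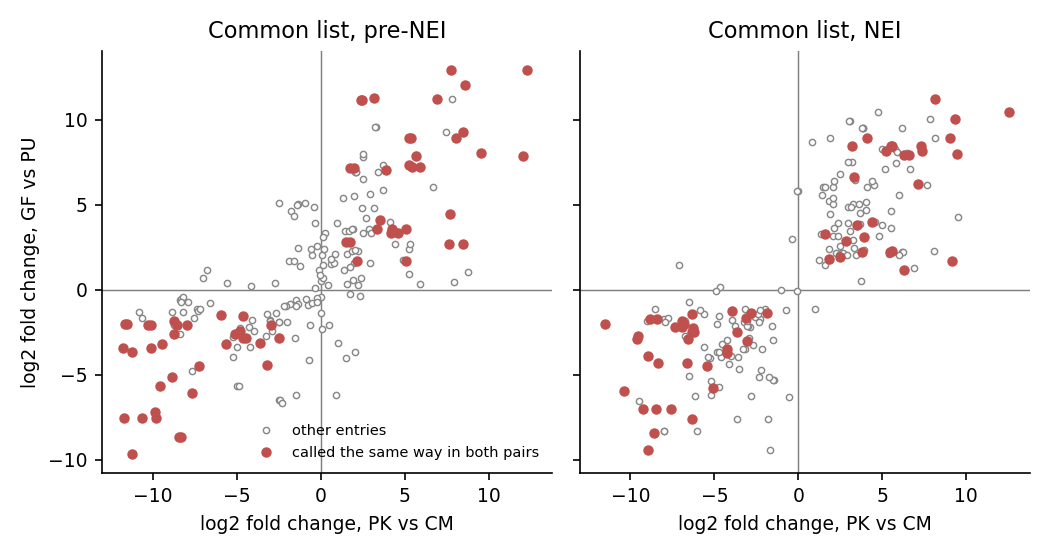
log2 fold change of PK vs CM (x axis) against GF vs PU (y axis) for common list entries tested in both pairs at pre-NEI and NEI, with entries called the same way in both pairs in red. Of 217 entries, 183 had the same sign at pre-NEI and 211 at NEI.

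The comparisons of NEI with pre-NEI asked what changes within a cultivar between the 2 stages, which span the start of initiation in PK and GF alone. The interaction asked whether that change differs between cultivars. LAC fell from 634 ± 121 to 105 ± 62.5 CPM by DESeq2 in CM (log2 -2.59 by edgeR, adjusted p 0.408, and 0.000387 by DESeq2) and had 238 ± 70.6 and 960 ± 76.2 CPM in PK (2.01, adjusted p 0.995, and 0.0735 by DESeq2). Its interaction was 4.60 ± 0.73 (adjusted p 0.412 by edgeR, 1.1e-06 by DESeq2). CHI and UGT76C4 had interactions of 3.66 ± 0.75 and 4.34 in PK/CM (adjusted p 0.463 and 0.465 by edgeR, 0.00275 and 0.0129 by DESeq2), and LAC of 3.49 in GF/PU (0.301 and 0.00109). By the edgeR quasi-likelihood test without a block 0 loci were called in any of the 6 comparisons. Those at an unadjusted p under 0.05 numbered 693 (PK), 1775 (CM), 3358 (GF) and 4190 (PU) for stage and 1540 (PK/CM) and 2337 (GF/PU) for the interaction. Chance alone would give a share of 0.05 of the 18749 loci of PK/CM and the 19944 of GF/PU. The PK count lay below that share and the others above it. DESeq2 called 15, 389, 1232, 1723, 247 and 456 and the edgeR exact test 9, 161, 955 and 1255 of the stage changes. With replicate number as a block the quasi-likelihood test called 461 in GF and 507 in PU and none in the other comparisons, while without GF pre-NEI replicate 1 the quasi-likelihood test called 1 in GF, and without PU pre-NEI replicate 1 it called 41 in PU.

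The predicted miR396 targets are growth-regulating factors (GRFs), transcription factors of cell proliferation. All 9 tested GRF loci had higher levels at NEI than at pre-NEI in CM (median log2 1.59) and all 9 had higher levels in PK than in CM at pre-NEI (median 1.098), while at NEI the median of PK vs CM was -0.15 with 3 of 9 positive (adjusted p 0.564). All 8 tested GRF loci of GF/PU had lower levels in GF at NEI (median -1.50), and 3 of them were lower by the test. These were GRF8-like (XLOC_009845, Cs5g01380, chromosome 5, 335766 to 339661) with 38.6 CPM in GF and 132 in PU (-1.77 ± 0.37, adjusted p 0.0188), GRF4-like (XLOC_014832, Cs7g15220, chromosome 7, 10878541 to 10892624) with 10.4 and 64.5 CPM (-2.63 ± 0.69, adjusted p 0.0347) and GRF5 (XLOC_020313, orange1.1t00172, 3710267 to 3712327 of the unplaced sequence) with 3.75 and 34.4 CPM (-3.20 ± 0.84, adjusted p 0.0345). At pre-NEI the median of GF vs PU was -0.27 (adjusted p 0.485). The stage change had a median of 0.57 with 8 of 8 positive in PU (adjusted p 0.0633), and in PK and GF medians of 0.08 beside means of -0.13 and -0.09 (0.34 and 0.778).

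Over 50 camera tests of lists the GRF list passed in 5, namely the stage change in CM and the interaction in PK/CM (both adjusted p 0.000839), PK vs CM at pre-NEI, GF vs PU at NEI and the interaction in GF/PU (each 0.0376). These 5 are not separate results. Those of PK/CM all use the CM pre-NEI libraries, and those of GF/PU both use the NEI libraries. With an estimated correlation, or by fry, 0 of the 50 passed (smallest adjusted p 0.757 with an estimated correlation). Adjusted over the list alone, 1 GRF locus passed in each of the first 3, 3 in GF vs PU at NEI and 0 in the interaction of GF/PU (median -1.16, 6 of 8 negative), and over all loci 0, 0, 0, 3 and 0 were called. The list was lost in CM without CM NEI replicate 2 (0.057) and in the PK/CM interaction without PK NEI replicate 1 (0.149) or CM NEI replicate 2 (0.0507). It was lost in PK vs CM without CM pre-NEI replicate 1 (0.0645) or 2 (0.065), CM NEI replicate 2 (0.0556) or PU NEI replicate 1 (0.059) and in GF vs PU without GF NEI replicate 2 (0.172), PU NEI replicate 1 (0.0865) or CM NEI replicate 2 (0.0507), since the lists of both pairs were adjusted together. In the GF/PU interaction it was lost without GF pre-NEI replicate 1 (0.172), GF NEI replicate 2 (0.182), PU pre-NEI replicate 2 (0.266), PU NEI replicate 1 (0.112) or CM NEI replicate 2 (0.0507). GRF8-like was lost without GF NEI replicate 2 or PU NEI replicate 2 (0.0849 at most), GRF4-like also without PU NEI replicate 1 (0.119), and GRF5 without any NEI library (0.139).

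**Figure D4:**
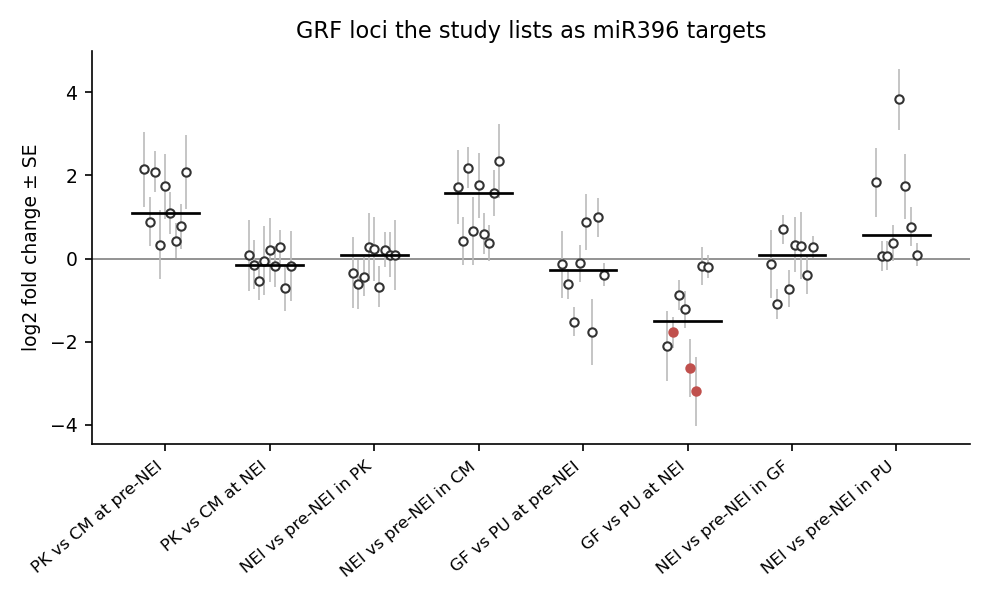
log2 fold change ± SE of each tested GRF locus (y axis) in 8 comparisons (x axis), with called loci filled red and black bars at the median. Of the 9 loci of PK/CM all lie above 0 for the stage change in CM, and the 8 loci of GF/PU all lie below 0 for GF vs PU at NEI.

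Predicted miR482 and miR472 targets are NBS-LRR disease resistance genes, which act in pathogen recognition. Their interaction in GF/PU was negative in 26 of 32 loci (median -0.93, camera adjusted p 0.0376, and 0.757 with an estimated correlation), with 0 loci called. It was lost without GF pre-NEI replicate 2 (0.45), GF NEI replicate 2 (0.116), PU pre-NEI replicate 1 (0.0965), PU NEI replicate 1 (0.146) or CM NEI replicate 2 (0.0507), and with no filter (0.0551) or at least 5 CPM (0.0895). Of 32 loci, 5 were higher and 2 lower in GF at pre-NEI (7 and 2 adjusted over the list alone) and 5 and 5 at NEI (8 and 8). A TMV resistance protein N-like locus (XLOC_009314, Cs5g19450) was higher at pre-NEI (ratio 278, 76.6 to 2300 from 2 counts in PU) and NEI (6.63 ± 0.57), and an At5g63020-like locus (XLOC_000368, Cs1g13270) lower (-3.05 ± 0.45 and -4.02 ± 0.52). Both kept their calls with any library left out, except XLOC_000368 at pre-NEI without GF pre-NEI replicate 1 or 2 or PU pre-NEI replicate 2 (0.079 at most).

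Of the 28 NBS-LRR targets tested in PK/CM, 1 was higher and 2 lower in PK at pre-NEI (4 and 4 adjusted over the list alone) and 1 and 1 at NEI (4 and 1). At pre-NEI XLOC_007044 was at least 42.9-fold higher (0 counts in CM), and XLOC_012195 (-4.07 ± 0.65) and XLOC_012213 (-3.31 ± 0.67) were lower. At NEI XLOC_007047 was higher (5.78 ± 1.07) and XLOC_012195 lower (-3.77 ± 0.66). All were lost without PK replicate 1 or 2 or CM replicate 1 or 2 of the same stage, except XLOC_012213 without CM pre-NEI replicate 1 and XLOC_007047 without CM NEI replicate 2 (adjusted p 0.129 to 0.276 at most). XLOC_012213 was also lost without either CM library of NEI, XLOC_007047 without any pre-NEI library and XLOC_012195 at NEI without any pre-NEI library.

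The remaining lists did not pass camera in any comparison. Of the miR156 targets, squamosa promoter binding protein-like genes of phase change, 8 of 10 were positive for the stage change in CM (adjusted p 0.0683), and in GF/PU 1 of 6 was lower at NEI (XLOC_014700, -1.996 ± 0.59, lost without any NEI library, 0.193 at most). Of the miR171 targets 0 of 6 were called in GF/PU by edgeR (2 at pre-NEI and 1 at NEI had an unadjusted p under 0.05), and of the miRN23-5p and miRN23-3p targets, tested as 1 list, 0 of 6 in PK/CM (2 at each stage, and 2 lower at pre-NEI adjusted over the list alone). Lists of under 5 loci gave values only. The 3 predicted miR397 targets of PK/CM, laccases, were negative at pre-NEI (median -1.41) and positive at NEI (2.10), with LAC called at NEI. A second laccase was higher in GF at NEI (XLOC_012388, 2.02 ± 0.58, kept without PU pre-NEI replicate 2 alone, 0.195 at most), as was a RAP2-7-like miR172 target (XLOC_015218, 5.34 ± 1.04, lost without GF NEI replicate 1 or PU NEI replicate 2, 0.0647 at most). The 3 tested miR172 targets of GF/PU had a median of 3.84 at pre-NEI, all positive, and of 0.17 at NEI, with 1 negative. Adjusted over the list alone, 1 of them was lower at NEI and 1 in the interaction. Lower in GF at NEI were the auxin response factor 17-like miR160 target (XLOC_006205, -1.20 ± 0.22, lost without replicate 2 of GF or PU at NEI, 0.069 at most) and an HD-ZIP III gene of leaf polarity (XLOC_000450, -1.24 ± 0.25, also lost without GF NEI replicate 1, 0.0832 at most). Predicted targets of miR159, miR162, miR168, miR403, miR164, miR167, miR169, miR319 and miR393 had 0 loci called between cultivars by edgeR (at most 3 per list and comparison had an unadjusted p under 0.05).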

Values the study reported

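The study reported 1597 differentially expressed genes between PK and CM at pre-NEI and 837 at NEI. Between GF and PU it reported 2517 at pre-NEI and 5532 at NEI. It found 305 genes in common to the pairs. Of these, 159 differed at pre-NEI (82 up and 77 down in the polyembryonic cultivars) and 244 at NEI (125 up and 119 down). It counted 98 genes at both stages.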

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

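The tests of loci silent in one cultivar as the whole cause of the unequal split, of library scaling, and of GC content with each group left out were chosen only after the result was seen. With 8 libraries per pair and 12 measures tested, chance alone marks an extreme library in about 1 in 20 measures.

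CM pre-NEI replicate 2 had 24.913 M counts, above the other 7 libraries of its pair (17.854 to 20.84 M). GF pre-NEI replicate 2 had 34.195 M, above the other 7 of GF/PU (11.838 to 19.323 M). The most abundant locus of CM NEI replicate 1, XLOC_017973 (Ciclev10029531m.g, scaffold 8, 11277693 to 11302457), took 2.988% of that library and 0.3085% of CM NEI replicate 2. The remaining 3 results are of gene lists whose stage changes differed between cultivars. The GRF loci (miR396 targets) had a stage change in PK below that in CM (interaction camera adjusted p 0.000839, 0 of 9 positive, and 0.757 with an estimated correlation), and one in GF below that in PU (0.0376, 2 of 8 positive, also 0.757). The NBS-LRR targets of miR482 and miR472 had a stage change in GF below that in PU (0.0376, 6 of 32 positive, also 0.757).

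At pre-NEI more loci were lower than higher in PK (465 against 210), and more higher than lower in GF (845 against 463), while at NEI 55% of the GF/PU calls were higher in GF, 43.3% with only 4 libraries and 47.7% without PU pre-NEI replicate 1. In PK/CM library scaling cannot be told apart, since TMM and DESeq2 size factors both centre the loci and differed by a median log2 of 0.026, so that 69.5% of pre-NEI calls lower in PK with the latter decides nothing, and it was not tested in GF/PU. Loci silent in one cultivar are argued against as the whole cause, since without them 66.53% of pre-NEI calls were lower in PK and 63.11% higher in GF. A poorer match of PK reads to the clementine genome and of PU reads to the sweet orange genome stays open. Silent loci in PK outnumbered those in CM 2.528 times (134 against 53), and those in PU outnumbered those in GF 2.525 times (154 against 61). A poorer match could also lower a count without silencing the locus. Whether it is a part or the whole of the cause was therefore not decided. A true difference between the cultivars was not tested and could give the same counts.

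Replicate 2 differed from replicate 1 in the same way in several groups, with correlations of shifts across loci of 0.335 to 0.51 in PK/CM. In PK/CM transcript length (Spearman correlation with the shift -0.06151) is argued against, as is GC content as the whole cause, since the mean correlation between groups was 0.4373 with the median shift of 20 GC bins taken out (at least 0.3865 with any 1 group left out) and 0.4493 before. Ovules of another age cannot be told apart in PK/CM. The mean correlation, 0.08147, was under the bound of 0.1, but that of the shift in PK with the stage change in CM was 0.1623. The other, 0.0006695, used the stage change in PK, where only 693 of 18749 loci had an unadjusted p under 0.05 by the quasi-likelihood test. GC content as a partial cause cannot be told apart in PK/CM either, with a correlation of -0.228 between the bounds set. In GF/PU length (0.03681) is argued against. GC content as the whole cause cannot be told apart by the bounds set in advance. The mean correlation was 0.2743 after taking out the bins (0.3045 before), between 0.1, the most the cause allows, and 0.3. With any 1 group left out it was at least 0.2148, which goes against that cause by a rule added after the result was seen. Single pairs of groups ran from 0.0242 to 0.5746 after taking out the bins. GC content (-0.3283) and another age of the ovules (-0.3326, the mean of -0.3202 and -0.345) both may contribute. The year of collection, which the study's methods give for the replicates, stays open and untested. So does the unexplained gap between locus totals and mapped reads of replicate 2 in GF/PU.

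Loci called the same way lay near each other, with 168 pairs called the same way and 12 opposite ways overlapping or under 10 kb apart in PK/CM (19.96 expected from 1000 shuffles of calls within 10 expression deciles, highest 36, ratio 8.416) and 1204 and 485 in GF/PU (717.9, highest 813, ratio 1.677). If one gene split into neighbouring loci, or shared reads, were the cause, loci 10 to 100 kb apart would show no excess. In GF/PU they had none (3939 pairs against 4014, ratio 0.9813), which is consistent with that cause. In PK/CM the ratio was 1.214 (139 pairs against 114.5, highest shuffle 151), too close to the bound set for the explanations to be told apart. No biological explanation was tested.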

How the results depend on the processing

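Summing isoform counts, and other tests, left-out libraries and fits of 4 libraries for the counts of loci shared between stages or pairs, were added after the data were seen. Pseudocounts 0.1 and 5, quantile normalisation and limma without trend apply to log values and were not run, and no named call reversed direction under the alternatives run. Of 239 calls of named loci over 4002 alternatives, 2965 were kept and 1037 lost, 885 with 1 library left out, and 200 uncalled results became calls. The cause was not tested. No named PK/CM call was lost with the replicate block. In GF/PU the shifts between replicates correlated unevenly (0.052 to 0.599).

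In the order PK vs CM at pre-NEI and NEI, then GF vs PU at pre-NEI where it moved over 1.5-fold, a minimum of 5 CPM gave 409, 203 and 705 calls, the block 2006, 626 and 2105, DESeq2 2436, 1086 and 2620, the edgeR exact test 1855, 890 and 2475, and fits of 4 libraries 1353, 0 and 533 (no other tool was run on 4 libraries, and at an unadjusted p under 0.05 all 8 libraries gave 2258 for PK vs CM at NEI). Summed isoforms gave 842 for GF vs PU at pre-NEI. For stage changes DESeq2 gave 15 (PK), 389 (CM), 1232 (GF) and 1723 (PU), the exact test 9, 161, 955 and 1255, the block 461 (GF) and 507 (PU), limma-trend 180 and 245, single isoforms 26 and 78, and 5 CPM 6 in PU. The interaction had 247 (PK/CM) and 456 (GF/PU) by DESeq2. Camera with an estimated correlation and fry passed 0 of 50 lists. Loci shared between stages numbered 487 with the block, 724 with DESeq2, 650 with the exact test and 0 with 4 libraries in PK/CM, and 565 with 5 CPM, 1581 with the block, 1894 with DESeq2, 1805 with the exact test, 682 with summed isoforms and 431 with 4 libraries in GF/PU. Entries shared between pairs numbered 51 with 5 CPM, 159 with the block, 208 with DESeq2 and 194 with the exact test.

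With 1 library left out, counts ran from 2 to 763 (PK vs CM at pre-NEI), 2 to 137 (NEI), 101 to 987 (GF vs PU at pre-NEI), 495 to 4551 (NEI), 0 to 1 (stage in GF), 0 to 41 (stage in PU), 0 to 9 (lists), 2 to 70 (both stages in PK/CM), 99 to 610 (both stages in GF/PU) and 11 to 77 (both pairs).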

Other observations

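Of the tests reported here, the pooling of odds ratios over expression deciles was chosen only after the result was seen.

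Further entries of the common list were called between the cultivars of a pair. The examples were chosen after their values were seen, and no group of entries was tested. Of 5 NBS-LRR resistance entries, 2 were lower in PK at pre-NEI and 1 at NEI. Of the 4 tested in GF/PU, 1 was higher and 1 lower in GF at pre-NEI, and 1 higher and 2 lower at NEI. The RGA4-like gene was lower by the test in PK (XLOC_010681, log2 -4.81 ± 0.80 and -6.30 ± 0.87, SE, 2 libraries per group, adjusted p 0.0273 and 0.0226) and in GF (XLOC_019884, -2.42 ± 0.41 and -2.27 ± 0.41, adjusted p 0.0201 and 0.0124), and XLOC_006886 was at least 15.3-fold lower in PK at pre-NEI. Of 7 transposon-related entries 1 was higher in PK at both stages, an En/Spm-like element with a ratio of 150 (26.5 to 5950, from 1 count in CM) and at least 23.2-fold (XLOC_001324), while 3 were lower at pre-NEI and 2 at NEI. Its GF/PU locus was at least 83.2- and 41.1-fold higher in GF (XLOC_020282). A non-LTR reverse transcriptase was lower in PK (XLOC_018416, 264 times, 47.0 to 10500 from 1 count in PK, and at least 49.8-fold). Each of these PK/CM calls was lost without any 1 of the 4 libraries of the same stage, and all but the pre-NEI calls of XLOC_001324 and XLOC_018416 also without either CM library of the other stage (highest adjusted p 0.0922 to 0.23). In GF/PU, XLOC_019884 was lost without any pre-NEI library (0.131) and at NEI without GF NEI replicate 2 or PU NEI replicate 2 (0.0635), and XLOC_020282 without GF pre-NEI replicate 2 or either PU pre-NEI library (0.0845) and at NEI without PU NEI replicate 2 (0.0601).

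Of the 3 heat shock entries tested in PK/CM, 1 was lower in PK at both stages (XLOC_013299, ratios of 68.8, 18.6 to 574, and 139, 24.5 to 5530, from 2 counts and 1 count in PK). It was lost at pre-NEI without any pre-NEI library or either CM NEI library (adjusted p 0.187 at most) and at NEI without any library (0.16). The others, a pair of overlapping loci, had log2 fold changes of 2.87 and 2.88 at pre-NEI (XLOC_010064 and XLOC_010545, adjusted p 0.0857 and 0.0849, and 0.0384 and 0.038 with the block). In the other direction, a heat shock 70 kDa protein, a chaperone, had 24.0 CPM in GF and 0.751 in PU at pre-NEI and 18.9 and 0.604 at NEI (XLOC_001303, log2 5.03 ± 0.68 and 4.96 ± 0.68, SE, 2 libraries per group, adjusted p 0.012 and 0.00711). It was lost at pre-NEI without GF pre-NEI replicate 2 or PU pre-NEI replicate 1 (0.0635) or with isoform counts summed, and at NEI without PU NEI replicate 2 (0.0568). A small subunit of Rubisco, the carbon-fixing enzyme, had 103 CPM in GF and 272 in PU at pre-NEI (XLOC_012811, -1.40 ± 0.27, adjusted p 0.0309) and was lower at NEI (-1.21 ± 0.27, 0.0222), and was lost without any library of the same stage (0.131 and 0.115 at most). In PK its counterpart had -2.69 at pre-NEI (XLOC_014803, adjusted p 0.078, and 0.00625 with replicate number as a block) and -0.72 at NEI. An AP2/ERF transcription factor was higher in GF at NEI (XLOC_008744, 2.43 ± 0.71, adjusted p 0.0463, lost without any GF library or PU NEI replicate 2, 0.154), and a MADS box gene was lower (XLOC_010424, -1.15 ± 0.33, 0.0456, lost without any GF library or either PU NEI library, 0.158).

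Neighbours of the ankyrin repeat gene AKN were compared with loci elsewhere, since the study placed this gene in a region put forward as a possible determinant of polyembryony. The hypothesis was that loci within 200 kb of it are called between PK and CM more often. Of 48 tested loci in the window, 3 were called (6.25%, against 3.851% of all loci), and 72.86% of 18244 windows of as many neighbouring loci had fewer, which is not beyond the bound set. The 3 were XLOC_001621 (Ciclev10007408m.g, log2 -2.07 ± 0.36 at pre-NEI), XLOC_001627 (Ciclev10009286m.g, 2.44 ± 0.47 at pre-NEI) and XLOC_002033, with 0 counts in PK and 0.884 to 2.55 CPM in CM.

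The second hypothesis was that loci without a reference gene are silent in one cultivar more often than loci with one. In PK/CM the odds ratio was 12.31 (8.903 to 17.02) and 6.709 pooled over expression deciles, which suggests that such loci may include sequence or transcripts particular to 1 cultivar. In GF/PU it was 4.482 (3.422 to 5.871) and 1.841 pooled, and this pooled ratio is under 2, the bound applied to both ratios after the crude ones were seen. Each tested locus was given the mean CPM of the cultivar in which it was higher. By this measure loci without a reference gene had a median of 2.736 CPM in PK/CM and 2.489 in GF/PU, and the others 26.73 and 30.16.

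The summed isoform count was a larger multiple of the locus count in replicate 2 than in replicate 1 in 8 of 8 groups, which share the same 2 replicate numbers and are not independent, between 3.786 and 4.801 times.

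At the thresholds of the study, but by the quasi-likelihood test, 675 loci were called between PK and CM at pre-NEI and 307 at NEI, and 1308 between GF and PU at pre-NEI and 4335 at NEI. Each is lower than the value quoted from the study above. The edgeR exact test, which the study's methods name, gave 1855, 890, 2475 and 5691. These lie nearer to the study's values, and above them except for GF vs PU at pre-NEI. The lower counts thus go with the choice of test. With replicate number as a block the quasi-likelihood test gave 2006, 626, 2105 and 5932, so the block also moved the counts. By the quasi-likelihood test, entries called in both pairs numbered 91 (194 by the exact test), with 33 higher and 34 lower at pre-NEI and 28 higher and 34 lower at NEI, and 14 higher and 24 lower in all 4 comparisons. These are lower than the values quoted from the study above, which cover its whole list, while 236 of 305 entries were linked here and 217 tested in both pairs.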
